A study of Gallus gallus with 4 samples. Its data were reported in "A functional map of genomic HIF1α-DNA complexes in the eye lens revealed through multiomics analysis" (2021).

How the data were processed

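CUT&RUN was carried out on primary chick lens cells after 4 h in 1 mM DMOG, with 2 replicate libraries for the HIF1α antibody and 2 for IgG. Groups and replicate numbers were taken from the sample titles. The HIF1α and IgG libraries came from aliquots of the same cell pools. According to the study's methods, the authors trimmed the reads, aligned them with Bowtie2 to the galGal6 genome (Ensembl annotation), kept short fragments, removed mitochondrial and low-complexity reads, and called narrow peaks with MACS2 on the pooled HIF1α libraries against the pooled IgG libraries. Versions of the trimming, alignment and peak calling software were not stated there. The deposited list was therefore made on pooled samples, and no column belonged to a single library. Columns of per-sample values that matched no sample numbered 0.

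The authors deposited the pileup of each peak as a signal in whole HIF1α fragments over the summit. The authors' fold enrichment is a ratio of the pileup plus 1 to the background plus 1, where the background is the larger of the scaled local IgG coverage and the genome-wide background. The deposited −log10 p and −log10 q values are those of the MACS2 Poisson test and its adjustment, and the highest q in the list was 0.0496. Positions and lengths were deposited in bp on galGal6 and counted from 1, since the length equalled the end minus the start plus 1 in all 8375 rows. The distance to the nearest TSS, the transcript and the gene symbol of each peak were also the authors'. Fold enrichments and −log10 q values were used within the list alone, to describe, rank and filter peaks, to compute the background of each peak, and to compare the ranks of −log10 q between hypoxia list peaks and other peaks within 3 kb of a TSS by permutation.

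The background of each peak was computed from its fold enrichment and pileup. Recomputing the Poisson p from that background and the pileup gave the deposited −log10 p within 0.00165 at the 8369 peaks where it could be computed, so the pileup counts fragments and is not scaled. Of 3609 peaks with a background above the floor and under 6 fragments, 100% had a whole multiple of 0.354 fragments, or of that step spread over a 1 kb or 10 kb window with fragments of 105 bp, whereas 20.9% would do so by chance. That step is what 1 IgG fragment was worth after scaling, and it puts the pooled IgG libraries at 2.83 times the depth of the pooled HIF1α libraries. With fragments of 105 bp, the floor corresponds to a mean of 12.4 HIF1α fragments and 34.9 IgG fragments per kb. This mean is over the genome size set in peak calling, which the study's methods do not state, so the true mean may differ. The depth of each library is not known from the list. With this depth, 7 fragments sufficed for a peak where the background was at the floor, and intervals given here cover counting error only.

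Shares of peaks were given with Wilson 95% confidence intervals, and medians with intervals from the binomial distribution of ranks. Shares were compared with two-sided Fisher's exact tests, peak densities with chi-square tests of goodness of fit, and the strength classes within chromosomes with a Mantel-Haenszel odds ratio and 100000 permutations within chromosomes. The 5 classes of strength were set by value of −log10 q, because values were tied in large blocks. Random placement moved each peak uniformly within its own chromosome 1000 times, with the chromosome's length taken as the end of its last peak. Chromosome lengths without assembly gaps were not used here. Peaks with a background over 3 times the floor were treated as having high IgG background.

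Gene lists were tested over the 14356 protein-coding genes with a symbol in the NCBI RefSeq table of the GRCg7b assembly, from which only names and gene types were used. Of 3814 gene symbols in the peak list other than identifiers, 3587 matched that table and 96.9% did when older symbols were included. The hypoxia list was fixed before the data were examined. The lens list was made afterwards from well-known lens genes. Housekeeping families were the genes for cytosolic and mitochondrial ribosomal proteins, proteasome subunits and translation initiation factors. Both were used for comparison.

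Peaks were named in the text by a rule fixed before the data were examined, namely the 5 highest by −log10 q, the 5 highest by fold enrichment, the peaks nearest the genes whose tracks the study showed (BNIP3L, ENO1, PANK4 and BHLHE40), and the peak nearest the TSS of each hypoxia list gene with a peak within 3 kb, of which the 10 with the highest −log10 q were given in full. Not every item that this rule selects is reported here. Comparisons of the TSS and gene body shares with random placement, and of the DNA motifs in the peaks with shuffled sequence, were also planned. They need the galGal6 sequence and annotation and were not run. Alternatives tried were stricter −log10 q thresholds of 2 and 3, a fold enrichment of at least 3, merging of peaks within 1 kb, other distances, other gene sets, and exclusion of peaks with high IgG background.

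The placement test and the gene list test were tested on simulated data. With 8375 uniformly placed peaks the ratio of observed to random neighbours was 0.950, and with 200 planted neighbours among 8575 peaks it was 3.18. Of 1000 random gene lists, 1.6% passed a p of 0.05, and of 1000 lists with a planted share, 98.8% did. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.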

Results

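Genome-wide binding of HIF1α was mapped by Cleavage Under Targets and Release Using Nuclease (CUT&RUN), in which an antibody directs a nuclease to a bound protein in intact cells and the small DNA fragments released around it are sequenced. Primary lens cells from chick embryos at embryonic day 10 were exposed for 4 h to 1 mM dimethyloxalylglycine (DMOG), a prolyl hydroxylase inhibitor that stabilizes HIF1α. There were 2 pools of 500000 cells as biological duplicates. Each pool was split equally between an antibody to HIF1α and a control immunoglobulin (IgG), which gave 4 libraries, 2 for HIF1α and 2 for IgG. The authors pooled the 2 HIF1α libraries and the 2 IgG libraries before calling peaks, so that each peak has a single value and no value has a replicate error. All libraries were from DMOG-treated cells, so the comparison is of the HIF1α antibody with IgG and not of treated with untreated cells.

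The question addressed first was how many HIF1α-DNA binding complexes the pooled libraries identified and how strongly each was supported. The list held 8375 peaks on 34 chromosomes of the galGal6 genome. Peak heights, fold enrichments and −log10 q values throughout are those the authors deposited. The median peak was 137 bp long (95% confidence interval of the median 136 to 138), and lengths ranged from 105 to 2811 bp. Fold enrichment of HIF1α over IgG had a median of 3.92 (95% confidence interval 3.92 to 3.95) and ranged from 1.15 to 144. The pileup, which is the number of HIF1α fragments over the peak summit, had a median of 9 and ranged from 7 to 1772. A total of 4931 peaks (58.9%, Wilson 95% confidence interval 57.8 to 59.9) had a pileup of 7 to 9 fragments. Only 33 peaks (0.394%, 95% confidence interval 0.281 to 0.553) reached a fold enrichment of 10. At a −log10 q of at least 3 the number of peaks was 2223, the largest change among the alternatives tried.

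Because fold enrichment is the pileup plus 1 divided by the background plus 1, the background behind each peak was computed from the deposited values. The lowest background was 1.297 fragments and was shared by 4161 peaks (49.7%, 95% confidence interval 48.6 to 50.8). At these peaks the local IgG signal did not exceed the genome-wide background, so differences in enrichment among them rest on the HIF1α pileup alone. The background exceeded 3 times this floor at 665 peaks (7.94%, 95% confidence interval 7.38 to 8.54), referred to as peaks with high IgG background. Of the 206 peaks with a pileup of 100 or more, 199 (96.6%, 95% confidence interval 93.2 to 98.3) had high IgG background. All 296 peaks with a fold enrichment under 2 did as well. This follows from the threshold of peak calling, since at a lower background so small an enrichment would not pass.

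**Figure D1:**
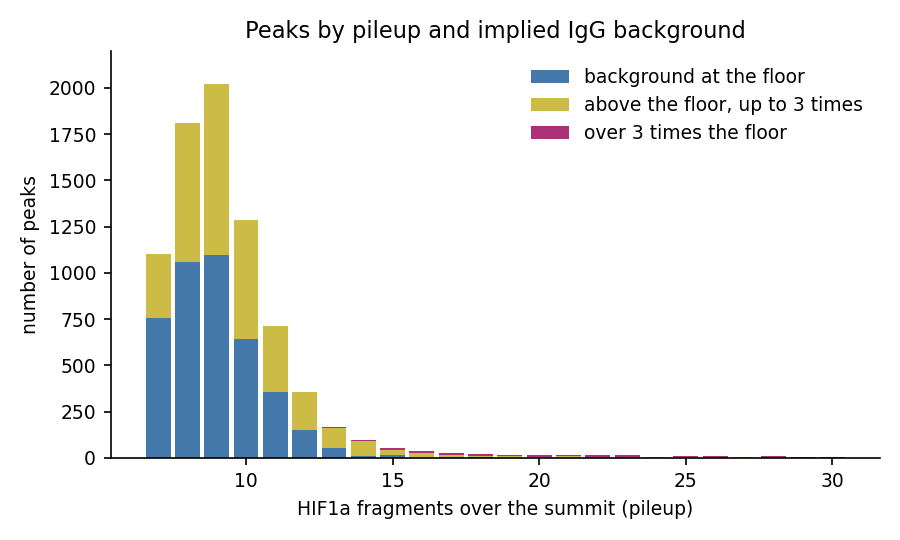
Number of peaks (y axis) by the number of HIF1α fragments over the summit (x axis, 7 to 30), with bars divided by the IgG background implied at the peak. Most peaks had 7 to 11 fragments and a background at or near the floor; the 564 peaks with over 30 fragments are outside the plot, and 539 of these had high IgG background.

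The 5 peaks with the highest −log10 q and the 5 with the highest fold enrichment shared 4 members. A peak on chromosome 26 from 1296513 to 1296698 covered the transcription start site (TSS) of AHCYL1, with a pileup of 371, a fold enrichment of 119 and a −log10 q of 669. On chromosome 25, a peak from 1913081 to 1915281 lay 489 bp from the TSS of ENSGALG00000054833 and had a pileup of 375 and a fold enrichment of 67.2. A peak on chromosome 4 from 89536778 to 89536932 had a pileup of 222 and a fold enrichment of 97.1, and its nearest TSS was that of ADAM33 at 54757 bp. Among the 5 highest by −log10 q alone was a peak on chromosome 2 from 147551998 to 147552353, at 3925 bp from the TSS of ADGRB1, with a pileup of 670 over a background of 24.0 fragments and a fold enrichment of 26.8. Among the 5 highest by fold enrichment alone was a peak on chromosome 22 from 3760189 to 3760680, at 1611 bp from the TSS of ENSGALG00000048342, with a pileup of 109 and a fold enrichment of 47.9. Exons and introns at these positions were not analysed here.

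To relate binding to gene position, the distance from each peak to the nearest TSS was taken from the deposited list. A total of 6942 HIF1α-DNA binding complexes (82.9%, 95% confidence interval 82.1 to 83.7) were within 100 kb of a TSS, 2582 (30.8%, 95% confidence interval 29.8 to 31.8) were within 10 kb and 1092 (13.0%, 95% confidence interval 12.3 to 13.8) were within 3 kb. The peak covered the TSS in 81 cases. The median distance was 23632 bp. Peaks with a −log10 q of at least 3 gave the largest change, with 14.8% within 3 kb and 32.3% within 10 kb. Peaks with high IgG background were within 3 kb less often than the others, at 8.87% against 13.4% (odds ratio 0.629, p = 6.09e-04, two-sided Fisher's exact test). These shares were not compared with random placement relative to TSSs.

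Stronger peaks were more often promoter-proximal than weaker ones, by a small margin. Peaks were divided by −log10 q into 5 classes, with tied values kept together. Of the 2197 strongest peaks, 14.7% (95% confidence interval 13.3 to 16.3) were within 3 kb of a TSS, compared with 12.1% (95% confidence interval 10.6 to 13.8) of the 1675 weakest (odds ratio 1.25, p = 0.0181, two-sided Fisher's exact test). The odds ratio pooled within chromosomes was 1.26 (Mantel-Haenszel estimate, p = 0.0190, two-sided permutation test within chromosomes). With the classes set again on the peaks of microchromosomes alone, 19.2% of the 400 strongest and 20.2% of the 401 weakest peaks were within 3 kb (odds ratio 0.942, p = 0.790, Fisher's exact test), so no difference was detectable there. These tests treat peaks as independent and compare peaks of these pooled libraries, not replicates.

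**Figure D2:**
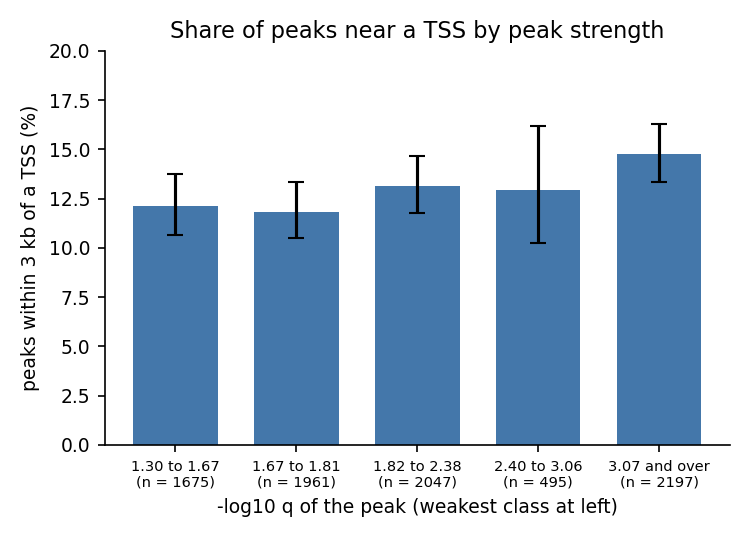
Percentage of peaks within 3 kb of a TSS (y axis) in 5 classes of −log10 q from weakest to strongest (x axis, number of peaks under each bar). Error bars are Wilson 95% confidence intervals; the strongest class stood at 14.7% and the weakest at 12.1%.

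The nearest TSSs belonged to 4869 gene symbols, of which 1763 were nearest to 2 or more peaks. A total of 310 gene symbols had a peak less than 3 kb and another more than 3 kb from the TSS. Some symbols, such as identifiers of RNA families, occurred on several chromosomes and do not stand for a single gene. The symbol RF02271 was nearest to 107 peaks spread over 16 chromosomes, and RF00026 to 40 peaks over 6 chromosomes. These 2 symbols were chosen after their values were seen.

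To ask whether genes known to respond to hypoxia carried HIF1α near their promoters, a list of 59 widely used HIF target genes was tested against other protein-coding genes with a symbol. Of the 54 list genes found in the gene table, 14 (25.9%, 95% confidence interval 16.1 to 38.9) had a peak within 3 kb of a TSS, compared with 752 of 14302 other genes (5.26%, 95% confidence interval 4.90 to 5.64). The odds ratio was 6.31 (p = 5.95e-07, two-sided Fisher's exact test, 1.78e-06 after Benjamini-Hochberg adjustment over 3 gene lists). With a −log10 q of at least 3 the odds ratio was 13.3, the largest change, with 9 list genes left. When genes were restricted to those nearest to any listed peak, 14 of 27 list genes (51.9%) and 752 of 3556 other genes (21.1%) had a peak within 3 kb (odds ratio 4.02, p = 4.50e-04, Fisher's exact test). Without the peaks with high IgG background, 11 list genes had such a peak and the odds ratio was 4.75. A set of 232 genes from housekeeping families had such a peak in 5.60% of cases (95% confidence interval 3.30 to 9.35), which did not differ detectably from other genes (odds ratio 1.05, p = 0.769 and adjusted p = 0.769, Fisher's exact test). A list of 29 lens genes, 28 of which were in the gene table, was also tested. It had a peak within 3 kb for 4 genes (14.3%, 95% confidence interval 5.70 to 31.5), and the difference from other genes did not pass the threshold (odds ratio 2.97, p = 0.0595 and adjusted p = 0.0893, Fisher's exact test). Within 10 kb it was 7 of 28 genes against 11.6% of other genes, which passed the threshold before adjustment over the lists and not after it (odds ratio 2.54, p = 0.0377 and adjusted p = 0.0565, Fisher's exact test).

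**Figure D3:**
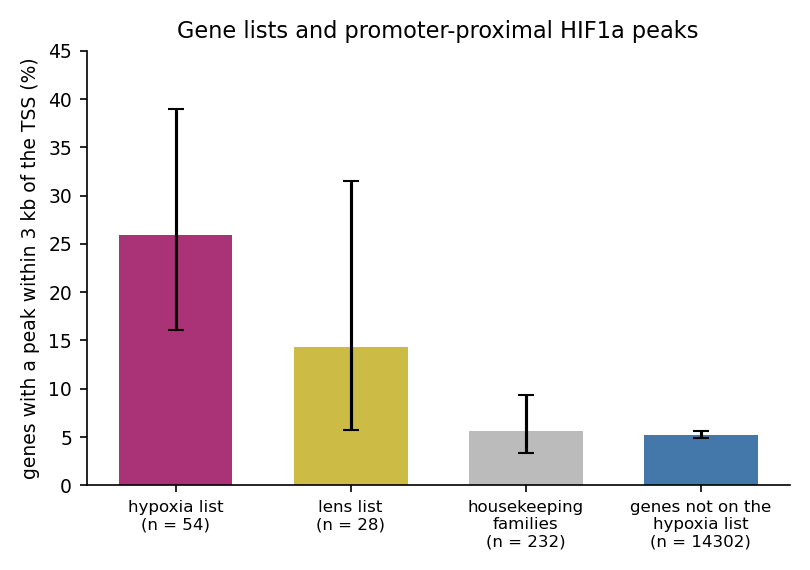
Percentage of genes with a HIF1α peak within 3 kb of a TSS (y axis) for the hypoxia list, the lens list, housekeeping gene families and all genes not on the hypoxia list (x axis, number of genes under each bar). Error bars are Wilson 95% confidence intervals; the interval of the hypoxia list, 16.1 to 38.9%, lies above that of the genes not on the list, 4.90 to 5.64%.

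Including PGK1, which the gene table gives only as an older symbol, 15 hypoxia list genes had 20 peaks within 3 kb. These are given by the peak nearest the TSS. The PGK1 peak on chromosome 4 from 12938147 to 12938755 covered the TSS and had a pileup of 28, a fold enrichment of 9.29 and a −log10 q of 17.7. At ENO1 a peak on chromosome 21 from 3233042 to 3233233 covered the TSS with a pileup of 33, a fold enrichment of 7.49 and a −log10 q of 16.6. The TPI1 peak on chromosome 1 from 77940696 to 77940908 covered the TSS, with a pileup of 16, a fold enrichment of 7.04 and a −log10 q of 8.23. A peak covering the EGLN3 TSS on chromosome 5 from 35941737 to 35941886 had a pileup of 32 over a background of 7.43 fragments, a fold enrichment of 3.92 and a −log10 q of 7.05. At PFKFB3 the peak on chromosome 1 from 4157005 to 4157182 was 381 bp from the TSS and had a pileup of 16, a fold enrichment of 6.14 and a −log10 q of 6.81.

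The KDM4B peak on chromosome 28 from 4929226 to 4929541, 102 bp from the TSS, had a pileup of 28 over a background of 7.78 fragments, a fold enrichment of 3.30 and a −log10 q of 4.35. The AK4 peak on chromosome 8 from 28615623 to 28615746 was 155 bp from the TSS and had a pileup of 10 and a fold enrichment of 4.71. At CITED2 the peak on chromosome 3 from 54057212 to 54057419, at 2249 bp, had a pileup of 10 and a fold enrichment of 4.79. The AK4 and CITED2 peaks had the same −log10 q of 3.07. A peak on chromosome 22 from 682527 to 682704 covered the TSS of BNIP3L, a mitophagy gene and established HIF1α target, with a pileup of 14, a fold enrichment of 4.00 and a −log10 q of 2.99. The LDHA peak on chromosome 5 from 12753825 to 12754176 covered the TSS with a pileup of 13, a fold enrichment of 4.03 and a −log10 q of 2.82. The other list genes with a peak within 3 kb were P4HA2, SLC16A3, KDM3A, SLC2A1 and DDIT4. The peaks of DDIT4 also carried the symbol ANAPC16, so they cannot be assigned to DDIT4 alone. With peaks of 1 symbol only, 13 of the 54 list genes in the gene table had a peak within 3 kb. The KDM3A peak had a fold enrichment of 2.19 over a high IgG background of 11.3 fragments. Over all 20 peaks of the list genes the median −log10 q was 3.07, compared with 2.35 for the other 1072 peaks within 3 kb, a difference that did not pass the threshold (p = 0.0524, two-sided permutation test with 100000 resamples).

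Genes whose HIF1α tracks were shown by the study were examined in the list. BNIP3L and ENO1 had the TSS peaks given above, and ENO1 was also nearest to peaks at 22439 and 28409 bp. PANK4 had 3 peaks on chromosome 21. The strongest, from 1437961 to 1438230, covered the TSS with a pileup of 21, a fold enrichment of 7.51 and a −log10 q of 11.1, and the others lay 179 and 542 bp from the TSS. The nearest listed peak of BHLHE40 was on chromosome 12 from 18962689 to 18962834, at 24142 bp from the TSS, with a pileup of 9, a fold enrichment of 4.28 and a −log10 q of 2.38. The study marked a binding complex in the proximal promoter of this gene, and no such peak is in the list.

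Whether peaks lay together was tested because neighbouring peaks are not independent. A total of 463 peaks (5.53%, 95% confidence interval 5.06 to 6.04) were within 1 kb of another peak. In 1000 random placements of the peaks within their own chromosomes the mean was 165 peaks (1.98%) and the highest was 214. The observed number was 2.80 times the random mean (one-sided permutation p = 0.001, the smallest that 1000 placements can give). At a −log10 q of at least 3 the ratio was 9.95, the largest change. Assembly gaps and repeats were not left out of the random placements. Of the peaks with a neighbour within 1 kb, 49.9% had high IgG background, compared with 5.49% of the others (odds ratio 17.2, p = 6.74e-141, two-sided Fisher's exact test). Without the peaks with high IgG background, 225 of 7710 peaks had a neighbour within 1 kb, 1.65 times the random mean.

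Chicken chromosomes differ widely in size, and the density of peaks was compared between microchromosomes (11 and above) and macrochromosomes (1 to 5 and Z). There were 1992 peaks over 201 Mb of microchromosomes (9.93 per Mb) and 5156 peaks over 691 Mb of macrochromosomes (7.46 per Mb), with the length of a chromosome taken as the end of its last peak. The density ratio was 1.33 (p = 1.16e-27, chi-square test). With peaks of a fold enrichment of at least 3 the ratio was 1.16, the largest decrease. At a −log10 q of at least 3 it was 1.54, the largest increase. Against chromosomes 1 to 5 without Z it was 1.23, and without peaks with high IgG background it was 1.17. Z and these peaks were not left out together, so how much of the excess would then remain is not known. Peaks on microchromosomes were within 3 kb of a TSS in 20.7% of cases and those on macrochromosomes in 9.83% (odds ratio 2.40, p = 2.10e-32, two-sided Fisher's exact test). High IgG background was also more frequent on microchromosomes, at 17.1% against 5.33% (odds ratio 3.67, p = 3.94e-51, Fisher's exact test).

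Chromosome Z had 239 peaks, or 2.90 per Mb, whereas chromosomes 1 to 5 had between 7.54 and 9.01 per Mb. The density on Z was 0.359 times that on chromosomes 1 to 5 (95% confidence interval 0.313 to 0.404, p = 9.90e-59, chi-square test). Chromosome W had 3 peaks, all with high IgG background. On chromosome 16 the median pileup was 90.5 fragments and 71.1% of the 38 peaks had high IgG background.

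**Figure D4:**
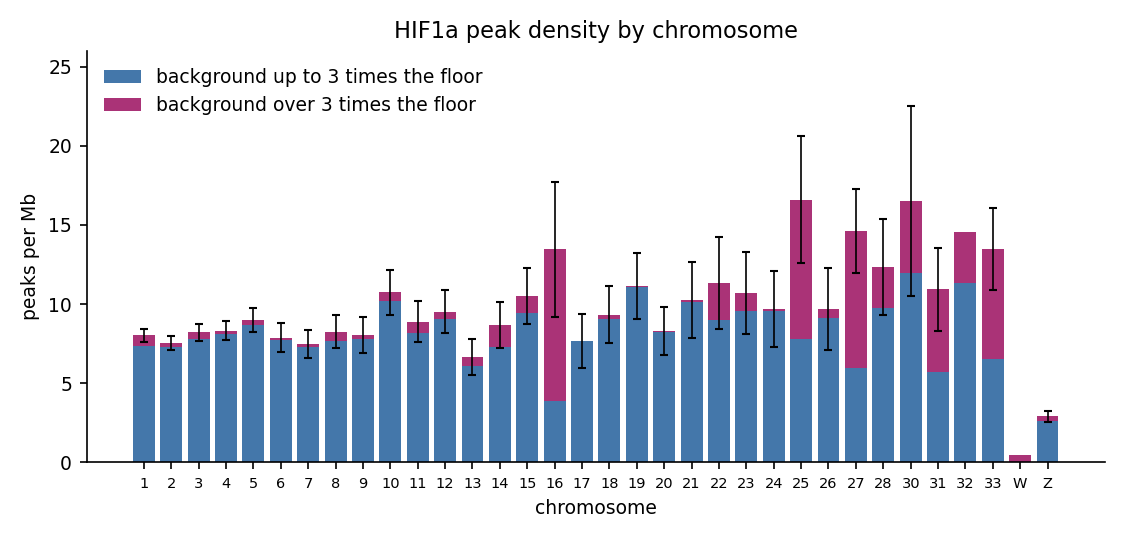
Number of peaks per Mb (y axis) for each chromosome with peaks (x axis), with bars divided by the IgG background at the peak. Error bars are 95% intervals from Poisson counting error, drawn where a chromosome had over 20 peaks; chromosome Z stood at 2.90 per Mb, below chromosomes 1 to 5 at 7.54 to 9.01.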

Values the study reported

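The study reported 8375 sites of HIF1α binding. It placed 16.2% of them within 3 kb of a transcription start site. The distances in the deposited list gave a lower share. The study also counted 1763 transcription start sites that were the nearest neighbour of more than a single binding site.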

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

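Filters on −log10 q and fold enrichment, merging, other distances for the planned results and the reduced hypoxia list were chosen before the data were examined. Leaving out peaks with high IgG background, removing 1 fragment per peak, restricting peaks or genes to subsets and grouping by transcript were chosen after seeing the data. So were the distance of 10 kb for the lens list and every alternative for the strength classes. No paired analysis was possible because, although each pool of cells gave both a HIF1α and an IgG library, the list was called on pooled libraries and its columns carry no replicate numbers. For the same reason no fit without a replicate was made.

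The number of peaks was 4641 at a −log10 q of at least 2 and 2223 at a −log10 q of at least 3, which follows from the stricter threshold. It stayed within 1.5 times 8375 with a fold enrichment of at least 3 (7827), after merging peaks within 1 kb (8108), without high IgG background (7710) and with 1 fragment fewer per peak (6759). The last alternative removed 1616 peaks, 19.3% of the list. With 58.9% of peaks at 7 to 9 fragments, counting error can exceed 1 fragment, so that share is no upper limit on the peaks that depend on depth.

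At −log10 q of at least 2 and 3, the median fold enrichment was 4.35 and 4.79 and the median length 144 and 152 bp, and a fold enrichment of at least 3 gave a median length of 135 bp. The share within 3 kb of a TSS was 13.9% and 14.8% at the same thresholds, and the share within 10 kb was 32.3% at the higher threshold. Each lay outside the confidence interval of the value for all peaks. For the medians of enrichment this follows from the threshold; for the shares and lengths the cause was not tested.

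The hypoxia list kept its direction and its side of the threshold under all 8 alternatives run, with odds ratios from 4.02 to 13.3. These included the list without BNIP3L, ENO1 and BHLHE40 (odds ratio 5.53). The lens list passed the unadjusted threshold within 10 kb (odds ratio 2.54), and the cause was not tested. Clustering within 1 kb exceeded random placement under all 4 alternatives that changed the peaks or the distance, with ratios from 1.65 to 9.95. The density on microchromosomes exceeded that on macrochromosomes under all 6, with ratios from 1.16 to 1.54. No alternative for the density left out Z and the peaks with high IgG background together. The comparison of the strongest with the weakest peaks kept its side of the threshold under 6 of 8 alternatives. On chromosomes 1 to 5 and Z alone the odds ratio was 1.26 and no longer past the threshold (p = 0.104), and on microchromosomes alone it was 0.942 (p = 0.790), by Fisher's exact test; both used fewer peaks with classes set again on them, and whether the groups of chromosomes differ was not tested. The number of genes nearest to 2 or more peaks was 1661 when grouped by transcript.

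Restriction to assembled chromosomes changed nothing, as all listed peaks lay on them. All alternatives for the planned comparisons with random placement around TSSs and gene bodies, and for the motif comparisons, were not run, nor were distances from the summit, a single TSS per gene, protein-coding TSSs only, or the exclusion of assembly gaps and masked repeats.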

Other observations

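The tests of peak strength and of the lens gene list, the counting of neighbouring peaks as regions and the calculation for females alone were chosen only after the results were seen. All were run on the same list of peaks, so what follows is hypothesis and not finding.

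More peaks lay within 1 kb of another peak than random placement gave. High IgG background was not the whole cause. After the 665 peaks with such background were left out, the observed number was still 1.65 times the random mean and above all 1000 placements. Peaks with a background above the floor and up to 3 times the floor were kept, so smaller rises in local IgG coverage stay open. A candidate explanation that stays open is that several peaks were called within one promoter-proximal region. Among peaks without high IgG background, 109 regions held 2 or more peaks within 1 kb, and 26.6% of them had all of their peaks within 3 kb of a TSS, compared with 12.9% of 7485 single peaks (odds ratio 2.45, p = 1.40e-04, two-sided Fisher's exact test). Assembly gaps and stretches of the genome to which reads cannot be aligned also lower the random number and were not tested. No biological explanation was tested.

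The strongest peaks were promoter-proximal more often than the weakest. Local differences in IgG background were not the whole cause, because among the peaks at the background floor, which differ in HIF1α pileup alone, the odds ratio was 1.34 (p = 0.00693, Fisher's exact test). An uneven spread of strong peaks over the chromosomes was not the whole cause either, as the odds ratio pooled within chromosomes was 1.26. The margin is small, and more accessible chromatin at promoters stays open, as no untreated or accessibility data were analysed here. The study itself reported that peaks lay in open chromatin more often than random placement gave, in each class of distance from the TSS. Peaks were not divided by strength in that comparison.

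Hypoxia list genes had a peak within 3 kb more often than other genes. The odds ratio of the hypoxia list against housekeeping families was 5.90 (p = 4.54e-05, two-sided Fisher's exact test), so the list's share was not one common to those families. They are a narrow class of genes, and neither expression nor accessibility was matched. Peaks at active or accessible promoters in general therefore stay open as an explanation. The 20 list peaks had a median background of 1.9708 fragments, against 1.2997 for the other 1072 peaks within 3 kb. Their median pileup was 13.5 against 9, and their median fold enrichment 4.02 against 4.08. Binding of HIF1α at its known targets in DMOG-treated lens cells is a hypothesis that these values do not separate from accessibility. The lens list, in contrast, gave an odds ratio of 2.97 with 4 of 28 genes. Within 10 kb the odds ratio was 2.54 with 7 genes (p = 0.0377, and 0.0565 after adjustment over the 3 lists, Fisher's exact test). With so few genes, whether lens genes were bound more often than others stays open. Those within 3 kb included CRYAA, MAF and ASL1. Its peaks included a peak at CRYAA on chromosome 1 from 111070425 to 111070601, at 1170 bp from the TSS, with a pileup of 72, a fold enrichment of 5.46 and a −log10 q of 26.3, over a high IgG background of 12.4 fragments. This peak was chosen after its values were seen.

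Chromosome Z had 0.359 times the peak density of chromosomes 1 to 5. Female chickens carry a single Z, so a pool of embryos of both sexes would hold 3 copies of Z for 4 of an autosome. When the fragments of peaks on chromosomes 1 to 5 were kept with a probability of 0.75, a share of 0.565 still passed the lowest −log10 p in the list, and with a probability of 0.5, as for females alone, a share of 0.161 did. The required width of a peak was not modelled and would lower the first share. A lower copy number and a true scarcity of sites on Z therefore cannot be told apart. The sex of the embryos is not given by the labels. Whether IgG coverage was lower on Z also stays open, because only called peaks could be compared and calling depends on that background. A lower background raises the fold enrichment at a given pileup, so by itself it would not lower the number of peaks. A smaller share of its peaks than of those on chromosomes 1 to 5 had a background above the floor, 42.3% against 49.8% (odds ratio 0.736, p = 0.0242, two-sided Fisher's exact test). However, 57.7% of the peaks on Z were at the floor, and chromosomes 6 and 7 had 59.8% and 57.9% at 7.88 and 7.45 peaks per Mb. High IgG background was more frequent on Z, at 9.62% of peaks, than on each of chromosomes 1 to 5, at 2.77 to 8.15%.

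Several values stand outside these comparisons. The peak at AHCYL1 had 371 HIF1α fragments over a background of 2.12 fragments. The list had no peak nearer than 24142 bp to the TSS of BHLHE40, and the next listed peak on the other side of that TSS started at 19094642 on chromosome 12. The study marked a binding complex in the proximal promoter of BHLHE40, so the list and that track differ there. According to its methods, the tracks were drawn from MACS2 signal files, and it used the same term for the peaks that MACS2 called. Which called peak the mark on the BHLHE40 track stands for is not stated. No explanation was tested for the AHCYL1 peak or for the difference at BHLHE40. The microchromosomes 16, 25, 27, 31 and 33 had 10.9 to 16.6 peaks per Mb, and 47.8 to 71.1% of their peaks had high IgG background. They were chosen after their values were seen.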
